# Dzip3 regulates developmental genes in mouse embryonic stem cells by reorganizing 3D chromatin conformation

**DOI:** 10.1038/srep16567

**Published:** 2015-11-16

**Authors:** Daishi Inoue, Hitoshi Aihara, Tatsuharu Sato, Hirofumi Mizusaki, Masamichi Doiguchi, Miki Higashi, Yuko Imamura, Mitsuhiro Yoneda, Takayuki Miyanishi, Satoshi Fujii, Akihiko Okuda, Takeya Nakagawa, Takashi Ito

## Abstract

In mouse embryonic stem (mES) cells, ubiquitylation of histone H2A lysine 119 represses a large number of developmental genes and maintains mES cell pluripotency. It has been suggested that a number of H2A ubiquitin ligases as well as deubiquitylases and related peptide fragments contribute to a delicate balance between self-renewal and multi-lineage differentiation in mES cells. Here, we tested whether known H2A ubiquitin ligases and deubiquitylases are involved in mES cell regulation and discovered that Dzip3, the E3 ligase of H2AK119, represses differentiation-inducible genes, as does Ring1B. The two sets of target genes partially overlapped but had different spectra. We found that Dzip3 represses gene expression by orchestrating changes in 3D organization, in addition to regulating ubiquitylation of H2A. Our results shed light on the epigenetic mechanism of transcriptional regulation, which depends on 3D chromatin reorganization to regulate mES cell differentiation.

Embryonic stem (ES) cells are distinguished from other cell types by their unique ability to maintain self-renewal and differentiate into multiple lineages, and they have a complex network of epigenetic pathways for maintaining a delicate balance between these two processes. In this network, common target genes are regulated by complementary and opposing epigenetic activities, and therefore ES cells are poised to differentiate into various types of cells in a short period of time^1^,^2^.

Histone H2A lysine 119 (H2AK119) is a highly conserved residue, and mono-ubiquitylated H2AK119 (ubH2A) plays a role in transcriptional repression. Until now, Ring1A/B, Rnf8, and Dzip3 (also known as 2A-HUB) have been reported to exhibit E3 ligase activity towards H2AK119. Among these proteins, Ring1B, one of the most common subunits of the polycomb repressor complex 1 (PRC1), acts as a repressor of a large number of developmental genes and regulates differentiation mechanisms in ES cells^3^,^4^,^5^. Like PRC1, PRC2 also comprises a large multiprotein complex containing polycomb group (PcG) proteins, which are memory factors involved in heritable silencing of homeotic genes. PcG proteins prepare ES cells for lineage commitment by temporal control of the expression of a key set of developmental genes and are necessary for cell fate transitions. Ring1B is known as a repressor of a large number of developmental genes in ES cells; however, only a subset of Ring1B-bound genes is de-repressed by deletion of Ring1B. This partial de-repression can be explained by functional redundancy with Ring1A, which, like Ring1B, is an E3 ligase targeting H2AK119. However, even double knockout of Ring1A and Ring1B does not lead to the complete removal of ubH2A around the transcription start site (TSS)^6^. This result suggests the existence of additional site-specific factors that are involved in mediating ubH2A modifications and repressing a specific set of genes.

Dzip3 is known to be an E3 ligase targeting H2AK119 and was first identified as an RNA-binding RING-dependent ubiquitin ligase^7^. In C2C12 cells, Dzip3 shows nuclear localization and modulates specific histone modifications, rather than exerting global effects through interactions with Nco-R, HDAC1, and HDAC3^8^. It is of great interest whether Dzip3 contributes to gene regulation in ES cells.

For ES cells to differentiate, they need to switch on developmental genes by regulation of an epigenetic pathway involving deubiquitylases, which remove ubiquitin moieties from H2AK119. Until now, five deubiquitylases (USP3^9^, USP16^10^, USP21^11^, USP22^12^, and 2A-DUB [also known as MYSM1]^13^) have been reported. Recently, USP16 and USP22 were shown to regulate the differentiation process in mouse ES (mES) cells^14^,^15^. However, whether other deubiquitylases also contribute to the gene regulation of ES cells has not been determined.

In this study, we tested whether H2A ubiquitin ligases and deubiquitylases are involved in the regulation of pluripotency and the differentiation process in mES cells and demonstrated that Dzip3 regulates developmental genes in mES cells by reorganizing 3D chromatin conformation.

## Results

### Dzip3 regulates developmental genes

ES cells have a distinct morphology, a small size with little cytoplasm, and tightly packed colonies with round or polygonal borders. Upon differentiation, the cells typically expand and flatten out, often losing their tightly packed appearance, which leads to expansion of the colony. To identify H2A ubiquitin ligase or deubiquitylase activities, which play important roles in mES cells, we examined changes in ES cell morphology after performing siRNA knockdown (KD) of eight proteins: Ring1B (also known as Rnf2), Rnf8, and Dzip3, which are ubiquitin ligases, and USP3, USP16, USP21, USP22, and Mysm1, which are deubiquitylases^16^,^17^,^18^.

First, we focused on morphological changes under pluripotent conditions (serum + LIF)^19^. KD of Ring1B and Dzip3 resulted in a decrease in tight packing of the cells and led to an expansion of the colony (Fig. 1A and Supplementary Fig. 1b). KD of Dzip3 and Ring1B was confirmed by RT-qPCR analysis and western blotting (Fig. 1B and Supplementary Fig. 2a), and the amount of H2A ubiquitylation (ubH2A) in the cell was determined by western blotting. The total amount of ubH2A in the cell decreased after Ring1B KD but not after Dzip3 KD (Fig. 1C), which suggests that Dzip3 functions by modulating a specific histone modification in the promoter region, rather than by global effects.

To determine the effect on gene transcription of Dzip3 KD in mES cells, we investigated the gene expression of pluripotency markers by RT-qPCR (Fig. 1D). However, transcriptional changes in these markers were not apparent. The transition from a pluripotent stem cell to a committed cell type is accompanied by stable silencing of pluripotency genes and activation of lineage-specific genes. We therefore next investigated lineage-specific gene expression after Dzip3 KD in mES cells. The transcriptional levels of several lineage-specific genes, such as *Rhox6*, *Stra8*, *T* (encoding the Brachyury protein), *Acta1*, and *Eomes,* were upregulated by Dzip3 KD. Significant numbers of genes were upregulated by simultaneous KD of Dzip3 and Ring1B (Fig. 1E). These results suggest that Dzip3, together with Ring1B, represses lineage-specific gene expression in mES cells.

### Whole-transcriptome sequencing analysis shows overlap of Dzip3 and Ring1B target genes

To obtain insight into whole-transcriptome effects after Dzip3 KD in mES cells, we performed RNA-seq analysis. Lineage-affiliated gene expression is strongly repressed when mES cells are cultured in the presence of the two inhibitors PD0325901 and CHIR99021 (both components of 2i medium) plus LIF compared with culturing in the presence of fetal bovine serum (FBS) plus LIF. These results indicate that, in the presence of FBS plus LIF, the mES cell is in a metastable state rather than in a state exhibiting the inherent properties of pluripotent cells^20^,^21^. We confirmed that, after Dzip3 KD, the changes in colony morphology and expression levels of pluripotency markers were comparable between ES cells cultured with 2i medium plus LIF and serum plus LIF (data not shown). Therefore, we decided to perform whole-transcriptome sequencing analysis with cultured mES cells under 2i-medium-plus-LIF conditions.

Whole-transcriptome sequencing revealed that KD of either Dzip3 or Ring1B altered expression levels of a significant number of genes, but the genes affected by the former were somewhat different from those affected by the latter (Fig. 2A and Supplementary Fig. 3a). However, there was a substantial set of genes whose expression was affected by both proteins. A Venn diagram (Fig. 2B) represents the overlap between the genes de-repressed by Ring1B KD and those by Dzip3 KD, showing that about one fifth of the genes whose expression was derepressed by Dzip3 KD were also derepressed by Ring1B KD (Fig. 2B). To gain insight into the molecular functions of genes that were repressed by both Dzip3 and Ring1B, we conducted gene ontology (GO) classification analyses, and the results suggest that the common targets of Dzip3 and Ring1B are mostly participants in developmental processes (Fig. 2C).

Some developmental genes that were upregulated by Dzip3 KD or Ring1B KD were selected based on RNA-seq results and validated by RT-qPCR (Fig. 2D). *Neurod1* and *Neurog1* are expressed in neuroectoderm, *Rhox6* is involved in primordial germ cell differentiation, and *Cdh2* is a neural cadherin. *Neurod1* and *Cdh2* were mainly upregulated by Dzip3 KD, while *Neurog1* and *Rhox6* were upregulated by both Dzip3 and Ring1B KD. N2B27 differentiation conditions caused a typical flattened morphology of ES cell colonies, but no noticeable changes were evident due to Dzip3 KD under differentiation-inducing conditions (data not shown). However, we found that, for some genes, Dzip3 KD not only derepressed their expression under pluripotent conditions but also elevated the magnitude of differentiation-associated induction of gene expression under differentiation-inducing conditions. These results suggest that Dzip3 represses developmental genes at the lineage-commitment stage in mES cells.

### Genome-wide ChIP analysis shows relationships between Dzip3- and Ring1B-binding loci

To determine the genome-wide locations of Dzip3 and Ring1B binding sites and the positions of ubH2A modification in a genome-wide manner, we performed ChIP-seq with anti-Dzip3, anti-Ring1B, and anti-ubH2A antibodies under pluripotent conditions (2i + LIF). 

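The ChIP-seq data come from E14 mES cells, a line of mouse embryonic stem cells, adapted to medium with the MEK inhibitor PD0325901 at 1 μM, the GSK inhibitor CHIR99021 at 3 μM and LIF at 1000 U/ml. The 4 libraries are Dzip3 ChIP, Ring1B ChIP, ubH2A ChIP and input DNA, with 1 library for each, so there are no replicates and no comparison between libraries has a replicate error. Cells were fixed in 1% formaldehyde. For ChIP-seq the paper describes fragmentation with micrococcal nuclease, while the sample labels describe shearing with a Picoruptor. The authors aligned the reads to mm9 allowing 1 mismatch and called peaks with the Partek Genomics Suite at an FDR of 0.1. Peaks were called on each library by itself, input DNA included, and the authors deposited 1 list of peaks for each library. Each peak is listed with its position, its height in RPM (reads scaled to the size of the library), the reads of all 4 libraries in it, its scaled fold over input DNA and the percentage of its length that the peaks of the other libraries cover. The paper gives a depth of approximately 30 M uniquely mapped reads per sample. The library sizes that the listed RPM values imply are 53.3 M reads for Dzip3, 51.8 M for Ring1B, 67.0 M for ubH2A and 48.3 M for input DNA, and the values here use these.

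The lists hold 6482 Dzip3 peaks, 10119 Ring1B peaks, 6642 ubH2A peaks and 6804 input peaks. In the ubH2A and input lists 1 row each runs into a later one and was left out, and the peaks that fall between them were not analysed here. For ubH2A these are a part of chromosome 1, all of chromosome 10 and most of chromosome 11, and for input DNA a part of chromosome 1, all of chromosomes 10 and 11 and most of chromosome 12. Overlaps of a ChIP peak with ubH2A or input peaks were therefore taken from the percentages that the authors list. On the other chromosomes these gave the same answer as the lists themselves for every one of the 5200 Dzip3 and 8076 Ring1B peaks. The median length of a peak was 263 bp for Dzip3, 304 bp for Ring1B, 282 bp for ubH2A and 266 bp for input DNA. Peaks covered 2221 kb in the Dzip3 list and 4149 kb in the Ring1B list. The median fold over input DNA was 7.84 for Dzip3 peaks, 13.6 for Ring1B peaks and 4.71 for ubH2A peaks. A fold below 1 was listed for 365 Dzip3 peaks, 409 Ring1B peaks and 598 ubH2A peaks.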

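Of the 6482 Dzip3 peaks, 3345 overlapped a Ring1B peak by at least 1 bp, a share of 51.6% (95% Wilson interval 50.4% to 52.8%). The intervals cover counting error only. When the Dzip3 peaks were placed at random on the sequenced bases of the same chromosomes 1000 times, the mean share was 0.318% and the highest was 0.540%. A ubH2A peak overlapped 49.6% of Dzip3 peaks (48.4% to 50.8%). From the side of Ring1B, 32.5% of peaks overlapped a Dzip3 peak and 33.2% a ubH2A peak. The input DNA list gives a level for chromatin that was not pulled down. It is not a like baseline, because its peaks were called from 15 extended reads, against 33 for Dzip3. The paper names purified rabbit IgG as a negative control, but none of the 4 libraries is an IgG library. Of the input peaks, 17.4% overlapped a Ring1B peak, 18.3% a Dzip3 peak and 24.9% a ubH2A peak. An input peak overlapped 26.6% of Dzip3 peaks, 16.2% of Ring1B peaks and 28.9% of ubH2A peaks. The share of Dzip3 peaks that overlap a Ring1B peak was 25.9% when only the 6482 strongest Ring1B peaks were kept and 39.9% when peaks that overlap an input peak were left out. It was 24.3% among the 3145 Dzip3 peaks with neither an input nor a ubH2A peak. Dzip3 peaks that overlapped a Ring1B peak had a median fold over input of 5.05, against 10.7 for those that did not. With input-overlapping peaks left out the medians were 10.7 and 11.9. The median number of Dzip3 reads ran the other way, with 115 in peaks that overlapped a Ring1B peak and 71 in the others. With input-overlapping peaks left out these were 97 and 71. The read numbers are not scaled to the length of the peak. A lower fold therefore does not show a weaker Dzip3 signal. No other library had a peak at 2382 of the Dzip3 peaks (36.7%).

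**Figure D1:**
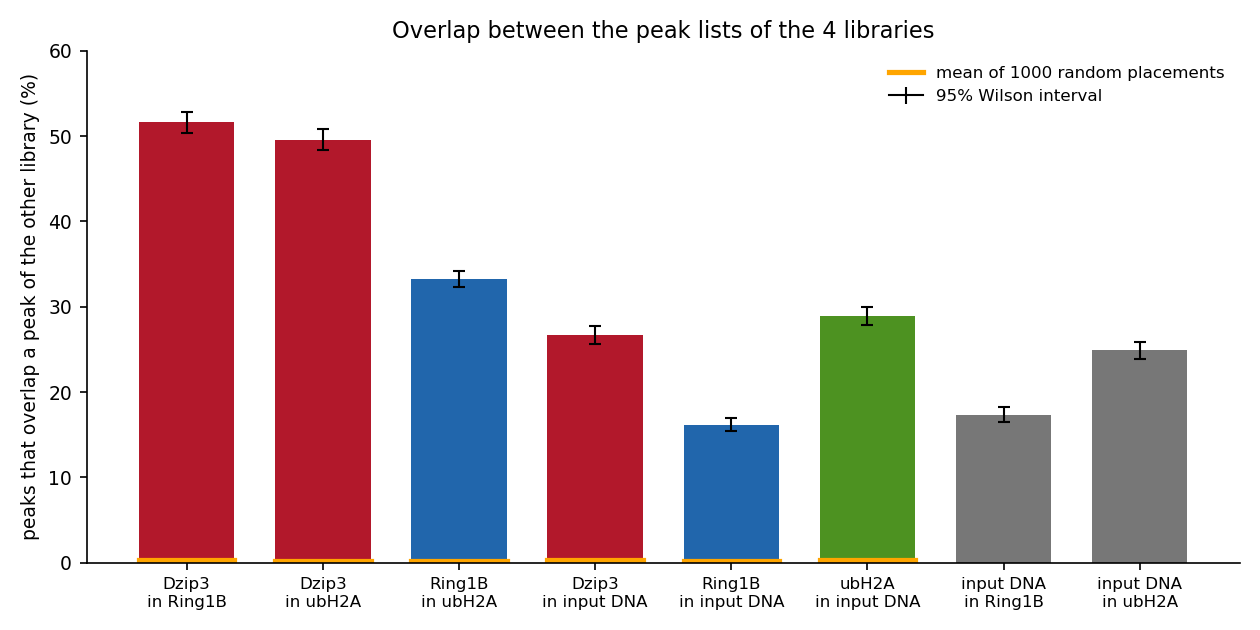
Share of the peaks of the first-named library that overlap a peak of the second by at least 1 bp, in percent, with 95% Wilson intervals; orange lines are the mean of 1000 random placements, drawn for the ChIP libraries. Dzip3 peaks overlap Ring1B peaks at 51.6% and ubH2A peaks at 49.6%, while every random mean is under 1%.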

A Venn diagram was used to represent the 92 genes that overlapped between the set of genes bound by Dzip3 around their transcription start sites (TSS) and the set of genes upregulated by Dzip3 KD (Fig. 3A).

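The set of genes bound by Dzip3 follows from the distance allowed between a peak and the TSS, which the paper's methods set at 100 kb upstream or downstream. With the GENCODE annotation of the same genome build, 8141 of 22380 protein-coding genes (36.4%) had a Dzip3 peak within 100 kb of an annotated TSS. Counted in this way, 11258 genes had a Ring1B peak. Both a Dzip3 and a Ring1B peak lay within 100 kb of the TSS of 6055 genes, which is 74.4% of the genes with a Dzip3 peak. On the chromosomes with complete lists, a Ring1B peak was found for 4840 of the genes with a Dzip3 peak (74.3%), 5085 of those with a ubH2A peak (72.9%) and 2047 of those with an input peak (54.8%). The paper made the assignment with a search for the nearest genomic features, and with only the nearest gene of each peak counted, 2876 genes had a Dzip3 peak. The count also depends on the distance. Within 10 kb of the TSS there were 1426 genes with a Dzip3 peak and 3185 with a Ring1B peak, and within 4 kb there were 701 and 2238. Placing each Dzip3 peak at random gave a mean of 9161 genes within 100 kb (8759 to 9656 in 1000 placements), above the observed 8141. Dzip3 peaks crowd together along the chromosomes, and moving all peaks of a chromosome by a common random distance, which keeps their spacing, gave a mean of 6689 genes (6243 to 7289), below the observed count. This second comparison was chosen after seeing the data. Within 4 kb the random placements gave a mean of 726 genes for Dzip3 and 1156 for Ring1B, and the common shifts 569 and 811. The expression data for Dzip3 KD were not analysed here.

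**Figure D2:**
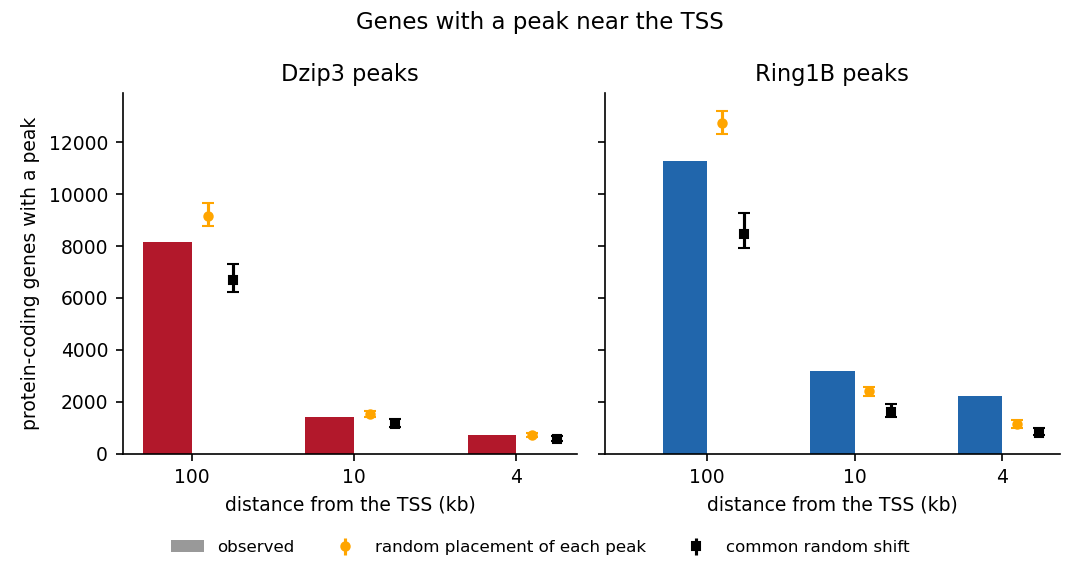
Number of protein-coding genes with a Dzip3 peak (left) or a Ring1B peak (right) within 100, 10 and 4 kb of the TSS; bars are the observed counts, orange points the mean of random placements of each peak and black squares the mean of common random shifts, with lines from the lowest to the highest of 1000. The 8141 genes with a Dzip3 peak within 100 kb lie between the means of 9161 and 6689.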

To discover the spectrum of genes that are directly regulated by Dzip3 in mES cells, we analyzed these genes based on their gene ontology (GO) classification, which suggested that Dzip3 regulates developmental processes (Fig. 3B).

Next, we validated the ChIP-seq results by designing primers against the promoter regions of important developmental genes and performing ChIP-qPCR on these genes. We confirmed Dzip3 occupancy by comparing the Dzip3 signal around the promoter of *Neurod1*, *Neurog1*, *Cdh2* and other genes in mES cells with control (NC) cells and cells subjected to Dzip3 KD (Fig. 3C) Unexpectedly, Ring1B was also enriched at *Neurog1* loci. Moreover, Ring1B occupancy levels were decreased not only by Ring1B KD but also by Dzip3 KD. These results suggest that Dzip3 plays a role in localization of Ring1B and regulates gene expression together with Ring1B. Furthermore, ubH2A modification levels were not appreciably altered by Dzip3 KD around the promoter region of *Neurog1*, although an apparent decline was evident at the *Cdh2* and *Neurod1* loci. This result suggests that Dzip3 has the potential to repress gene expression not only by ubiquitylating H2A but also by other mechanisms.

### Dzip3 regulates developmental genes by reorganizing 3D chromatin conformation

To explore the molecular mechanisms by which Dzip3 represses gene expression, we focused on those of its target genes around which significant Dzip3 binding sites exist. 

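Dzip3 peaks lay farther from promoters than Ring1B peaks did. The median distance from a peak to the nearest TSS of a protein-coding gene was 32.5 kb for Dzip3, 11.1 kb for Ring1B, 32.6 kb for ubH2A and 43.4 kb for input DNA. Within 4 kb of a TSS were 13.3% of Dzip3 peaks, 36.8% of Ring1B peaks, 12.3% of ubH2A peaks and 7.58% of input peaks, against 10.4% for Dzip3 peaks and 11.0% for Ring1B peaks placed at random. Within 100 kb the share was 76.1% for Dzip3 and 84.9% for Ring1B, against 63.8% and 64.4% at random. Strong peaks were ranked by the caller's p-value and then by RPM. The p-value compares a library with input DNA and not conditions. It was listed as 0 for all the peaks named here, so RPM set their order. Among Dzip3 peaks without an input peak, the strongest lay on chromosome 5 of mm9 from 106586492 to 106586888. It was outside annotated transcripts and 252559 bp from the TSS of Zfp326. It held 2526 Dzip3 reads, 3281 Ring1B reads, 38 ubH2A reads and 4 input reads, and was also the strongest Ring1B peak. The other four were on chromosome X at 75142637, chromosome 6 at 120582569, chromosome 12 at 11241065 and chromosome 19 at 37519546, the last 8317 bp from the TSS of Hhex. All 5 lay outside annotated transcripts and overlapped a Ring1B peak. The other strong Ring1B peaks were on chromosome 8 at 126141148 in an intron of Gm20388, chromosome 4 at 118219754 near Tmem125, chromosome X at 64478711 and chromosome 15 at 91736970, 188 bp from the TSS of Muc19. All 5 strongest Ring1B peaks overlapped a Dzip3 peak.

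**Figure D3:**
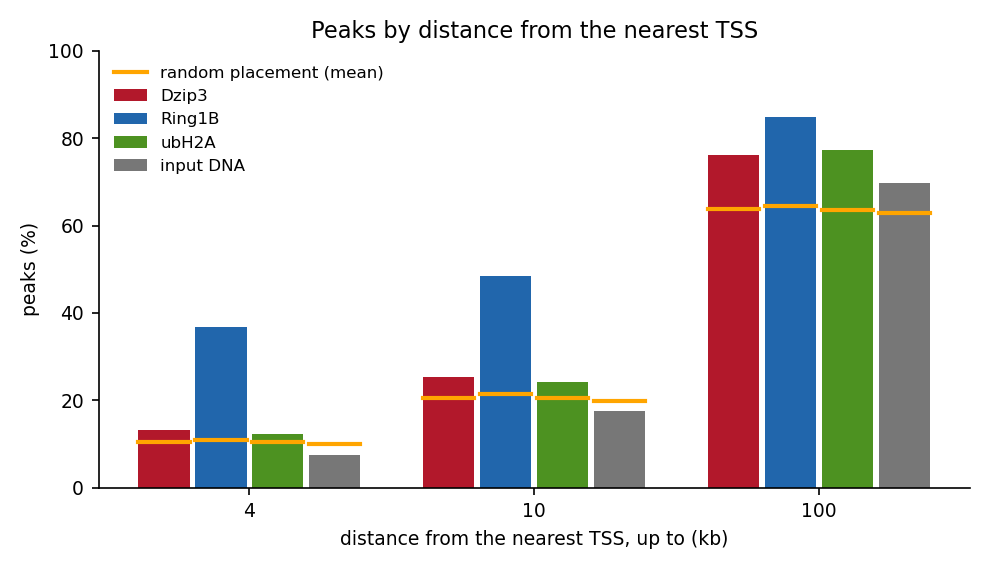
Share of the peaks of each library within 4, 10 and 100 kb of the nearest TSS of a protein-coding gene, in percent; orange lines are the mean of 20 random placements of the same peaks. Within 4 kb the share is 36.8% for Ring1B and 13.3% for Dzip3.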

A recent study revealed that about 25% of Ring1B-bound genes in ESCs possess prominent Ring1B binding sites (RBS) outside of their promoter regions (TSS ± 4 kb) and that Ring1B represses target genes by orchestrating 3D chromatin structural changes^22^. We hypothesized that Dzip3 also participates in regulating target genes by reorganizing 3D chromatin conformation. To assess the validity of this hypothesis, we performed a chromosome conformation capture (3C) assay. We first designed PCR primers for the 3C assay around the promoter region and the 3’ end of the gene, as indicated by arrows (Fig. 4A and Supplementary Fig. 4a). Undigested and unligated samples were prepared as negative controls. For *Neurog1*, *Cdh2*, *Bspry*, and *Shank3*, we detected signals implicating an interaction between the promoter region and the 3’ end of the gene in the presence of the restriction enzyme Mse I and T4 DNA ligase, but not in their absence. Furthermore, the signal indicating chromatin conformation was decreased by Dzip3 KD (Fig. 4A and Supplementary Fig. 5a). Therefore, we suggest that Dzip3 regulates gene expression by changing the local chromatin conformation.

## Discussion

The results of this study indicate that Dzip3 represses differentiation-inducible genes in mES cells, possibly by regulating ubH2A and orchestrating changes in 3D chromatin structure. ubH2A has been reported to inhibit transcription initiation by interfering with H3K4 methylase, inhibiting the elongation of transcription by RNA pol II, or facilitating the recruitment of PRC2 and H3K27 trimethylation^8^,^11^,^23^. It was also previously reported that Dzip3 depletion didn’t result in significant changes in the general level of ubH2A and that Dzip3 functions by modulating histone modifications at specific sites rather than globally^8^. In our study, KD of Dzip3 was not accompanied by a global decline in ubH2A modification, but instead, changes were restricted to gene promoters. However, our data demonstrated that binding of Dzip3 did not necessarily lead to a decline in ubH2A levels in some gene promoters, and therefore our results suggest that Dzip3 is also able to repress gene expression levels without ubiquitylating H2A. We assume that the ability of Dzip3 to reorganize 3D chromatin conformation, which was uncovered in this study, is closely linked to this H2A ubiquitylation-independent gene repression.

Recent studies on the distribution of PcG proteins in the mammalian genome revealed their preferential association with genes encoding developmental regulators, which exhibit dynamic changes in their spatiotemporal expression during development^24^. Given the results in this study, it is tempting to speculate that Dzip3 substantially contributes to such preferential Ring1B binding at the promoters of genes encoding developmental regulators.

PcG-mediated gene-silencing mechanisms remain elusive; however, it is obvious that there are several distinct mechanisms operating, which include modifications of histone tails (histone H3K27 trimethylation and H2AK119 mono-ubiquitination), condensation of chromosome segments, and mediation of the interactions between topologically distant regulatory elements. In this study, we propose that Dzip3 represses gene expression in conjunction with Ring1B by ubiquitylating ubH2A and inducing conformational changes in 3D chromatin structure (Fig. 4B).

## Methods

### Cell culture

E14 mES cells were cultured under feeder-free conditions on 0.5% gelatin-coated dishes with mouse embryonic stem cell (ESC) medium consisting of knockout DMEM (Gibco), 10% FBS (Gibco), 2 mM L-glutamine (Merck Millipore), 1% nonessential amino acids (Merck Millipore), 0.3 mM β-mercaptoethanol (Nacalai Tesque), and 1000 U/ml LIF (Merck Millipore) at 37 °C and 5% CO_2_. For the differentiation assay, mES cells were cultured in mouse ESC medium without LIF and supplemented with 0.5 μM retinoic acid^25^. To change from serum + LIF to 2i + LIF conditions, E14 mES cells cultured with serum + LIF were subcultured in 2i + LIF medium (N2B27 medium [Life Technologies] with 1 μM PD0325901 and 3 μM CHIR99021 [Stemgent], together known as 2i medium, and 1000 U/ml LIF). After several passages, the adapted cells were used for study. For the differentiation assay under 2i + LIF conditions, mES cells were cultured without 2i + LIF^20^,^21^.

### RNA interference

mES cells (1.0 × 10^5^) were seeded in 10-cm plates (previously coated with 0.5% gelatin) with mouse ESC medium. Forty-eight hours after seeding, the cells were transfected using Lipofectamine RNAiMAX reagent (Life Technologies) and Opti-MEM I Reduced Serum medium (Life Technologies), according to the manufacturer’s protocol. The targeted siRNA or control siRNA (300 pmol, Life Technologies) were used for transfection. Cells were cultured with a change of medium every 24 hr and collected after 72 hr of siRNA transfection. The siRNA sequence information is shown in Table S1.

### RNA extraction and RT-qPCR

Total RNA was isolated using ISOGEN II reagent (Nippon Gene), according to the manufacturer’s protocol. cDNA was created from 0.5 μg total RNA using an oligo(dT) primer (Life Technologies), random hexamers (Takara), and M-MuLV reverse transcriptase (NEB). Real-time RT-PCR using reagents containing SYBR green was performed with an ABI PRISM 7900HT instrument (Applied Biosystems). Expression levels were compared with known standard samples and normalized to GAPDH. Primer sequences are shown in Table S2.

### Statistical analysis

Statistical analysis was performed using formulae provided in Microsoft Excel. The frequency of flattened colonies within the population of Dzip3 KD colonies was compared with the negative control (NC) colonies using a hypergeometric distribution analyzed using the HYPGEOMDIST function in Excel. Student’s *t-*test was used to determine the significance level under the assumptions of two separate means with equal variance. The error bars represent the standard deviation (SD) of three independent experiments.

### RNA-seq

Total RNA was used for preparing an RNA-seq library. RNA quality was checked using the Agilent RNA 6000 Nano kit with an Agilent 2100 Bioanalyzer instrument (Agilent Technologies). RNA-seq libraries were prepared using the TruSeq Stranded mRNA LT Sample Prep kit (Illumina) and sequenced with the MiSeq system (Illumina). Samples were sequenced to a depth of approximately 3 million uniquely mapped reads per sample. Sequences were aligned to the mouse MM9 reference genome with the Illumina Analysis Pipeline, allowing one mismatch. Reads that could be uniquely mapped to a gene were used to calculate the expression level. Accordingly, the gene expression level was quantified by the number of uniquely mapped reads per kilobase of exon per million mapped reads (RPKM). To evaluate the correlation between the RNA-seq duplicate sample data sets, scatter plots were created using the Partek® Genomics Suite. Sequence and gene ontology (GO) analysis were performed with the Partek® Genomics Suite. Significantly enriched GO functional groups were defined as having an enrichment score equal to or greater than 3 (P value < 0.05), and each functional group was assigned with a GO enrichment score calculated using Fisher`s exact test. All RNA-seq data can be found online in the NCBI GEO SuperSeries GSE71884.

### Heat map construction and hierarchical clustering

Heat map construction and hierarchical clustering of the gene expression profiles were performed using the Partek® Genomics Suite. Heat maps for each sample (negative control [NC], Dzip3 KD and Ring1B KD) were normalized by calculating the RPKM based on the sum of all reads found in the exon regions of that gene. One-way analysis of variance (ANOVA) was used to identify differentially expressed genes. By setting P < 0.1 and fold-change (FC) settings FC > 1.5 or FC > 2, we obtained lists of differentially expressed genes between NC and Dzip3 KD or NC and Ring1B KD cells. Hierarchical clustering of NC, Dzip3 KD, and Ring1B KD cells was performed using 894 genes that varied significantly among each groups with a statistical P value < 0.1. We subtracted the mean of the gene expression levels in the six paired samples, normalized each row in the data table, calculated the distance using Pearson correlation, and then used a “pairwise average-linkage” hierarchical clustering method for clustering. The scale was the standardized RPKM value.

### Generation of antibodies

Antibodies against mouse Dzip3 (mDzip3) and mouse Ring1B (mRing1B) were prepared by immunizing rabbits with GST-fusion proteins encoding amino acids 2–80 of mDzip3 or 149–224 of mRing1B. Anti-ubH2A antibodies were prepared by immunizing rabbits with ubiquitylated H2A peptide (CAVLLPK [branched RLRGG-K] TESHHK). After several immunizations, sera were collected, and the specific antibody was purified, as described previously (Nakagawa *et al.*, 2008).

### Western blotting

Lysates were prepared using a sodium dodecyl sulfate (SDS) sample buffer, separated by SDS-PAGE (7% or 12.5%), transferred to a nitrocellulose membrane (Bio-Rad), and blocked with 3% BSA in TBST (TBS containing 0.05% Tween-20). To detect Ring1B, Dzip3, or histone H2A (mono-ubiquitylated K119), membranes membranes were incubated with anti-mRing1B, anti-mDzip3, or anti-ubH2A antibodies, followed by Alexa 647-fused Protein A (Molecular Probes). Fluorescence signals were captured by employing a Typhoon™ FLA 9000 imager (GE Healthcare) to scan the probed membranes, with the PMT setting set at 1000 V.

### Nuclear extraction and immunoprecipitation

For nuclear extraction, cells were washed with PBS and incubated on ice for 30 min in buffer (10 mM Tris-HCl, pH 7.9, 10 mM KCl, 1.5 mM MgCl2, 1 mM DTT, 1 mM PMSF, 1 mM sodium metabisulfite). Next, cells were homogenized and centrifuged to pellet the nuclei, which were then suspended with buffer (25 mM HEPES-KOH, 0.02 mM EDTA, 10% glycerol, 0.01% NP40, 0.2 M KCl), sonicated (12% of maximum power, 10 sec, 3 cycles), and the supernatant collected as a nuclear extract. For immunoprecipitation, the supernatant was incubated with anti-mRing1B or anti-mDzip3 antibodies or purified rabbit IgG as negative control at 4 °C overnight. To precipitate the immune complexes, Protein A Sepharose 4 Fast Flow (GE Healthcare) was added, and the vessel rotated at 4 °C for 1 hr. The beads were washed, and the immune complexes were eluted in 50 mM glycine.

### ChIP-qPCR

mES cells cultured in 2i + LIF were collected, fixed for 10 min in 1% formaldehyde, neutralized with glycine (0.124 M), and stored at –80°C until use. Fixed cells were washed at 4 °C for 10 min in solution I (10 mM HEPES-KOH, 10 mM EDTA, 0.5 mM EGTA, 0.75% Triton X-100), followed by 10 min in solution II (10 mM HEPES-KOH, 1 mM EDTA, 0.5 mM EGTA, 200 mM NaCl), resuspended in lysis buffer (25 mM Tris-HCl, 5 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.5% Na-deoxycholate), and sheared using a Picoruptor (15 cycles, 30 sec on/30 sec off; Nippon Gene). Lysates were centrifuged to collect the supernatant containing solubilized nucleosomes. The genomic DNA for ChIP-qPCR assay input was purified from the supernatant by reverse cross-linking, phenol-chloroform extraction, and ethanol precipitation and verified to contain genomic DNA fragments with an approximate size of 100–300 bp by 2% agarose gel electrophoresis. The concentration of DNA was measured using a Nanodrop ND-1000 spectrophotometer (Thermo Scientific). For each immunoprecipitation, the supernatant containing ~20 μg of DNA was incubated with anti-mRing1B, anti-mDzip3, or anti-ubH2A antibodies or purified rabbit IgG as negative control at 4 °C overnight. To precipitate the immune complexes, Protein A Sepharose 4 Fast Flow (GE Healthcare) was added, and the vessel rotated at 4 °C for 1 hr. The beads were washed with RIPA buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 1 mM EDTA, 1.0% NP-40, 0.5% Na-deoxycholate, 0.1% SDS), high-salt buffer (50 mM Tris, pH 8.0, 1 mM EDTA, 500 mM NaCl, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS), and LiCl buffer (50 mM Tris, pH 8.0, 250 mM LiCl, 1 mM EDTA, 1.0% NP-40, 0.5% Na-deoxycholate). The beads were incubated at 37 °C for 30 min in Tris-EDTA buffer with added RNase (50 μg/ml final concentration). For reverse cross-linking and elution, the beads were incubated at 37 °C for 4 hr and 65 °C for 12 hr in elution buffer (0.5% SDS, 50 mM Tris-HCl, 10 mM EDTA, proteinase K [200 μg/ml final concentration]). DNA from the eluates was purified by phenol-chloroform extraction and ethanol precipitation. Quantitative PCR was performed using the KAPA SYBR FAST qPCR kit (Kapa Biosystems) with an ABI PRISM 7900HT instrument (AQ method). To generate standard curves, duplicate samples for 10%, 1%, and 0.1% of the input DNA were used. The mean percentage input and SD were calculated from triplicate scores of immunoprecipitations relative to the input DNA. Primer sequences are shown in Table S2.

### ChIP-seq

ChIP samples were prepared with a modification of our ChIP-qPCR method. Briefly, mES cells cultured in 2i + LIF were fixed with 1% formaldehyde and processed by fragmentation with micrococcal nuclease (Sigma-Aldrich). For fragmentation, fixed samples were washed with lysis buffer (50 mM HEPES-KOH, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100), resuspended in micrococcal nuclease buffer (15 mM Tris-Hcl, 5 mM MgCl_2_, 1 mM CaCl_2_, 25 mM NaCl), and incubated with micrococcal nuclease at 37 °C for 20 min. For chromatin extraction, samples were sonicated (20% of maximum power, 12 sec.) in lysis buffer #2 (10 mM Tris-HCl, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, 0.5% N-lauroylsarcosine) and rotated in 1% Triton X-100 to quench the sarkosyl. The supernatant was collected as chromatin. Input DNA fragmentation was confirmed by electrophoresis, and the amount of nucleotide was measured with a Nanodrop ND-1000 spectrophotometer (Thermo Scientific). The same amount of input DNA was mixed with antibody (anti-mRing1B, anti-mDzip3, or anti-ubH2A antibodies or purified rabbit IgG as negative control) and sepharose A beads to react and rotated at 4 °C overnight. The beads were washed with RIPA buffer (50 mM HEPES-KOH, 500 mM LiCl, 1 mM EDTA, 1.0% NP-40, 0.7% Na-deoxycholate) and incubated at 37 °C for 30 min in TE with added RNase (50 μg/ml final concentration). For reverse cross-linking and elution, the beads were incubated at 65 °C for 10 hr in elution buffer (1% SDS, 50 mM Tris-HCl, 10 mM EDTA). Elution samples were incubated at 55 °C for 2 hr after adding proteinase K (200 μg/ml final concentration). DNA from the eluates was purified by phenol-chloroform extraction and ethanol precipitation. ChIP-seq libraries were prepared from ChIP samples using the ChIP-Seq Sample Prep kit (Illumina). The resulting libraries were sequenced with the MiSeq sequencing system (Illumina). Samples were sequenced to a depth of approximately 30 million uniquely mapped reads per sample. Sequences were aligned to the mouse MM9 reference genome with the Illumina Analysis Pipeline, allowing one mismatch. To compensate for differences in sequencing depth and mapping efficiency, the data were normalized using MACS2 software, resulting in signal per million reads (SPMR). Peak calling was also performed using the Partek® Genomics Suite™ (PGS), with a statistical false discovery rate (FDR) value of 0.1. The genes having Dzip3 peaks within 100 kb upstream or 100 kb downstream of their TSS were determined using the PGS command “Find nearest genomic features”. GO classifications were also assigned using PGS. To visualize the ChIP-seq results, we used the Integrative Genomics Browser (BioViz). All ChIP-seq data can be found online in the NCBI GEO SuperSeries GSE71884.

### Two-step cross-linking

For chromatin preparation, cells were washed on a plate three times with PBS and incubated with 2 mM disuccinimidyl glutarate (DSG, Thermo Scientific) in PBS for 30 min at room temperature. ES cells were washed in PBS three times, fixed for 10 min in 1% formaldehyde, neutralized with glycine (0.124 M), and stored in –80°C until use. All subsequent ChIP-qPCR steps were performed as described above.

### 3C-qPCR

3C assays were performed as described previously^26^. Briefly, mES cells cultured in 2i + LIF were fixed with 1% formaldehyde and resuspended in lysis buffer. Nuclei were treated with Mse I restriction enzyme (NEB) and reacted with T4 DNA ligase (NEB). The genomic DNA was then reverse cross-linked and purified by phenol-chloroform extraction and ethanol precipitation. Each purified DNA concentration was quantified using a Nanodrop ND-1000 spectrophotometer to adjust the qPCR concentration to 50 ng/μl. Quantitative PCR was performed using the KAPA SYBR FAST qPCR kit with the ABI PRISM 7900HT instrument (AQ method). To generate standard curves, duplicate samples with 30-, 150-, and 750-fold diluted DNA were used. Relative values for 3C were normalized using qPCR values of a GAPDH allele lacking restriction sites within its PCR product. Primer sequences are shown in Table S2.

## Additional Information

**How to cite this article**: Inoue, D. *et al.* Dzip3 regulates developmental genes in mouse embryonic stem cells by reorganizing 3D chromatin conformation. *Sci. Rep.* **5**, 16567; doi: 10.1038/srep16567 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
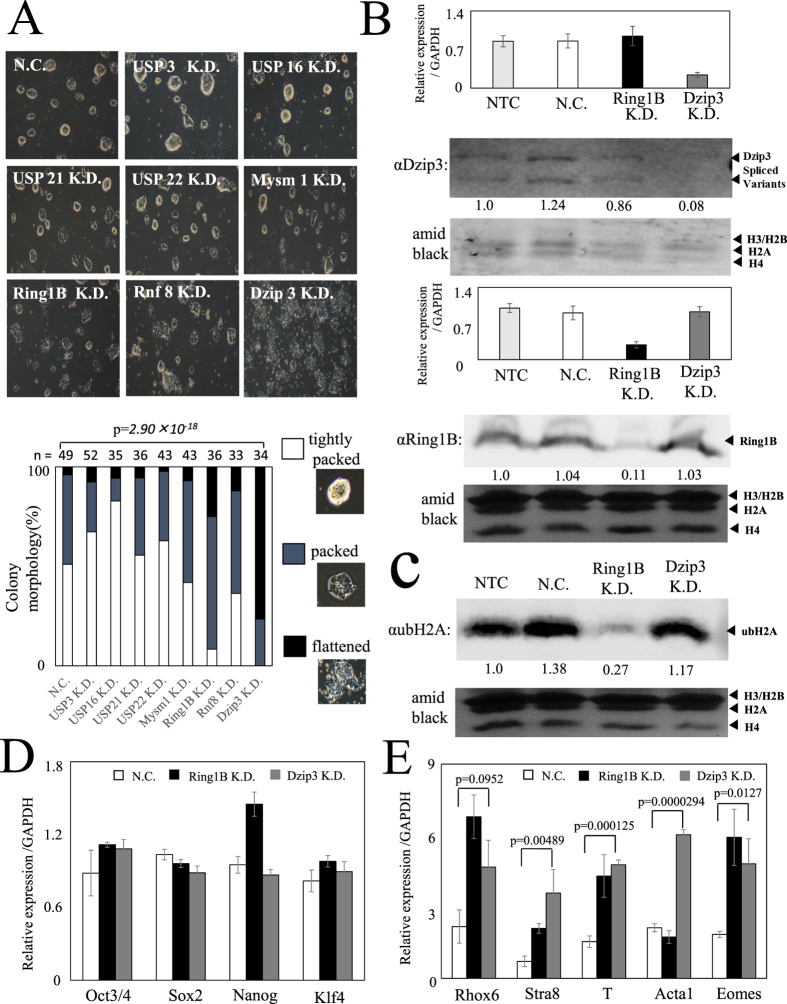
Knockdown of Dzip3 results in a decrease in the percentage of tightly packed cell colonies and upregulates differentiation-inducible gene expression. (**A**) The morphology of mES cells 72 h after siRNA transfection. Knockdown (KD) of Ring1B and Dzip3 resulted in a decrease in the percentage of tightly packed cell colonies. There were three categories of colony morphology: “tightly packed” (observed in pluripotency); “flattened” (observed in differentiation); and “packed” (intermediate between tightly packed and flattened). The n value represents the number of colonies classified. Statistical significance was assessed using the HYPGEOMDIST function (*P* = *2.90* × *10*^−*18*^, negative control [NC] versus Dzip3 KD samples). (**B**) The efficiency of knockdown was evaluated in mES cells (serum + LIF) transfected with the indicated specific and control siRNAs. RT-qPCR analysis was performed to document the efficiency of Dzip3 siRNA and Ring1B siRNA knockdown to diminish endogenous Dzip3 and Ring1B. Values (normalized to the corresponding values of the internal control gene GAPDH) are the mean ± SEM of three independent experiments. Protein levels were determined by western blotting using the indicated antibodies. Equal loading was confirmed by Amido Black staining. The two major bands correspond to the alternatively spliced versions of Dzip3. Full-length blots are presented in Supplementary Fig. 2a,b. (**C**) The ubH2A level was determined by western blotting. Full-length blots are presented in Supplementary Fig. 2c. (**D**) The relative expression levels of pluripotent marker genes in NC, Ring1B KD, and Dzip3 KD mES cells. (**E**) The relative expression levels of differentiation-inducible genes adjusted with GAPDH in NC, Ring1B KD, and Dzip3 KD mES cells. Statistical significance was assessed by two-tailed Student’s *t*-test. NTC, no-treatment control. Error bars, standard deviation.

**Figure 2:**
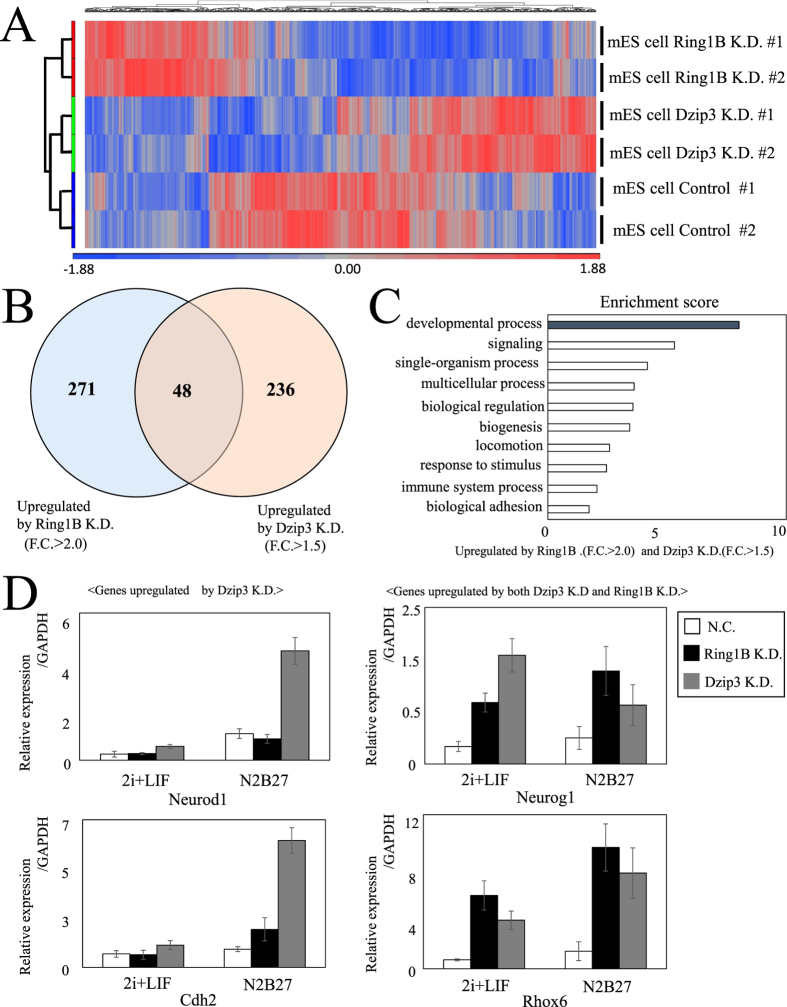
Dzip3 and Ring1B redundantly regulate differentiation-inducible genes. (**A**) Heat map of gene expression in negative control (NC), Ring1B knockdown (KD), and Dzip3 KD mES cells in biological duplicate RNA-seq samples. Blue and red indicate down- and upregulated genes, respectively. (**B**) Venn diagram representing the genes upregulated by Ring1B KD and Dzip3 KD cells. The numbers represent the numbers of genes upregulated (>1.5 or >2.0 fold) by KD of either one of the two proteins or by KD of both proteins. (**C**) Gene ontology (GO) analysis of genes upregulated by both Ring1B KD and Dzip3 KD. (**D**) RT-qPCR results for major developmental genes (*Neurod1*, *Rhox6, Cdh2*, *Neurog1*). Error bars, standard deviation.

**Figure 3:**
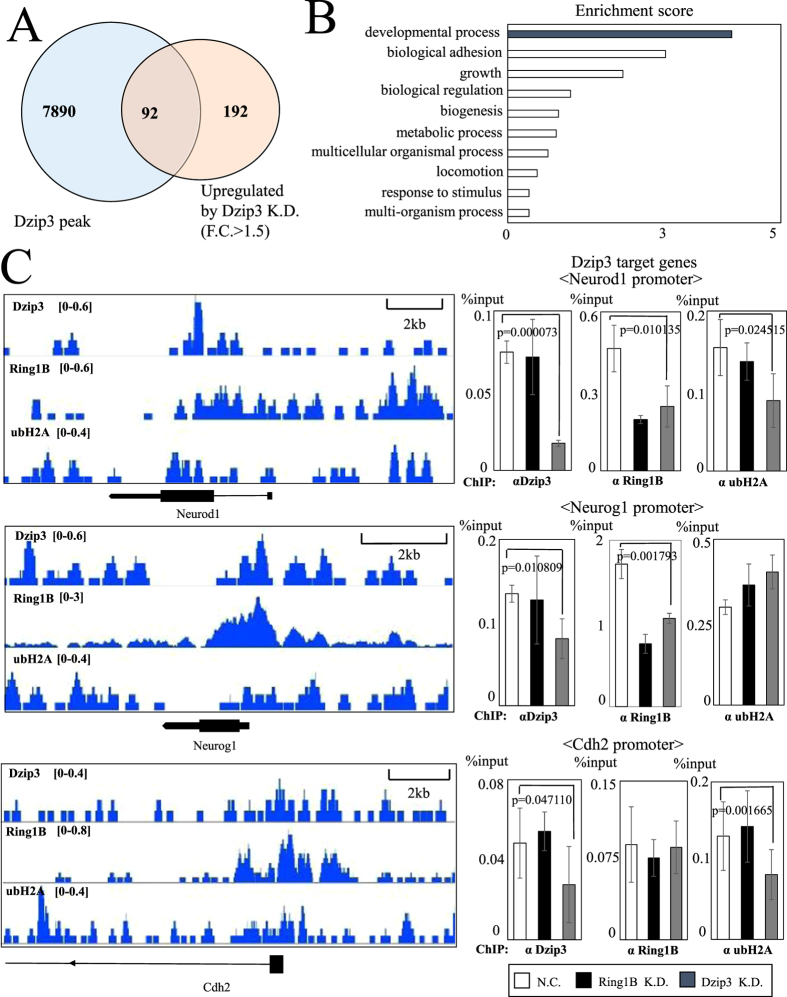
Developmental genes are regulated by Ring1B, Dzip3, and H2A ubiquitylation. (**A**) Venn diagram representing the overlap between genes having Dzip3 peaks around the transcription start site (TSS) by ChIP-seq analysis and upregulated genes in Dzip3 KD cells by RNA-seq analysis. The number in the overlapped region represents the total number of genes exhibiting both. (**B**) Gene ontology (GO) analysis of Dzip3 target genes. (**C**) Left panel: ChIP-seq signal profiles of Dzip3, Ring1B, and ubH2A around the promoter region. Right panel: ChIP-qPCR analysis of the promoter region for negative control (NC), Ring1B KD, and Dzip3 KD mES cells. Statistical significance was assessed using a two-tailed Student’s t-test. Error bars, standard deviation.

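The peak lists give the following for the genes of the left panels. A position is included in the Dzip3 list only from a height of 33 extended reads in a window, or 0.619 RPM, so a lower signal was not detectable as a peak at this depth. Neurod1 lies on the minus strand of chromosome 2 of mm9 from 79292678 to 79296908. One Dzip3 peak, from 79328811 to 79329104, lay within 100 kb of its TSS, at 31.9 kb upstream in intergenic sequence. It held 87 Dzip3 reads, 37 Ring1B reads, 28 ubH2A reads and 2 input reads, with a fold over input of 27.1. The 60 bases at its centre, from 79328928 to 79328987, read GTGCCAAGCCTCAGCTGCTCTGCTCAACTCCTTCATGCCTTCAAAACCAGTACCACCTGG. There was no Ring1B or ubH2A peak within 100 kb of the Neurod1 TSS, the nearest being 480.1 kb and 486 kb away. Neurog1 lies on the minus strand of chromosome 13 from 56351866 to 56353524. It had 6 Ring1B peaks within 100 kb. The strongest of them, from 56352531 to 56353712, spans the TSS and exonic sequence and held 713 Ring1B reads, 68 Dzip3 reads, 42 ubH2A reads and 6 input reads, with a fold over input of 93.0. Its GC content was 66.4%, and the 60 bases at its centre, from 56353092 to 56353151, read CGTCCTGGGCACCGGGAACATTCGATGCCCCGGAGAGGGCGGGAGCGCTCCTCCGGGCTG. The nearest Dzip3 peak to the Neurog1 TSS was 201 kb away. Cdh2 lies on the minus strand of chromosome 18 from 16747386 to 16967755. No library had a peak within 100 kb of its TSS, and the nearest were 147 kb away for Dzip3 and 113 kb away for Ring1B and ubH2A. From the Dzip3 signal around these promoters in control and Dzip3 KD cells, the paper states that Dzip3 occupies these genes. From the Ring1B occupancy, which it reports to be lower with Dzip3 KD as well as with Ring1B KD, it proposes that Dzip3 plays a role in the localization of Ring1B.

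**Figure D4:**
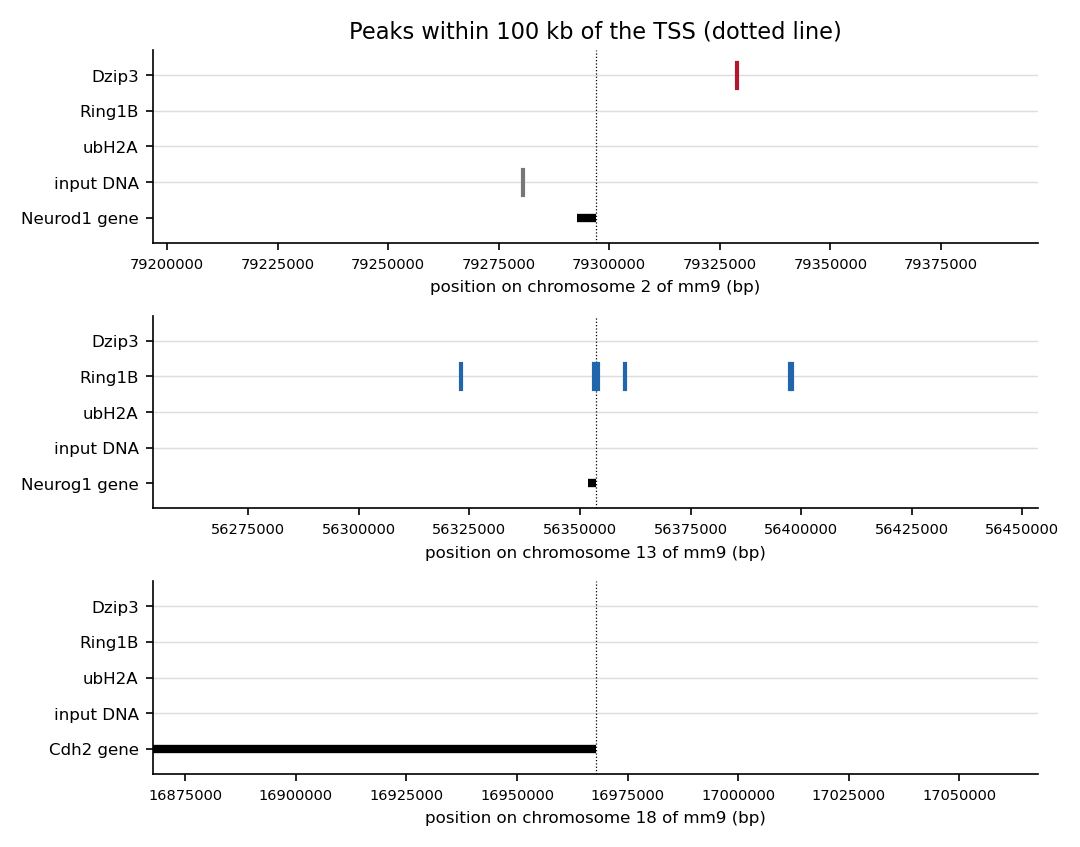
Peaks of the 4 libraries within 100 kb of the TSS of Neurod1, Neurog1 and Cdh2, drawn at their centres against the position in mm9; black bars are the genes and dotted lines the TSS. Ring1B has 6 peaks around Neurog1, Dzip3 has 1 near Neurod1, and no library has one around the Cdh2 TSS.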

**Figure 4:**
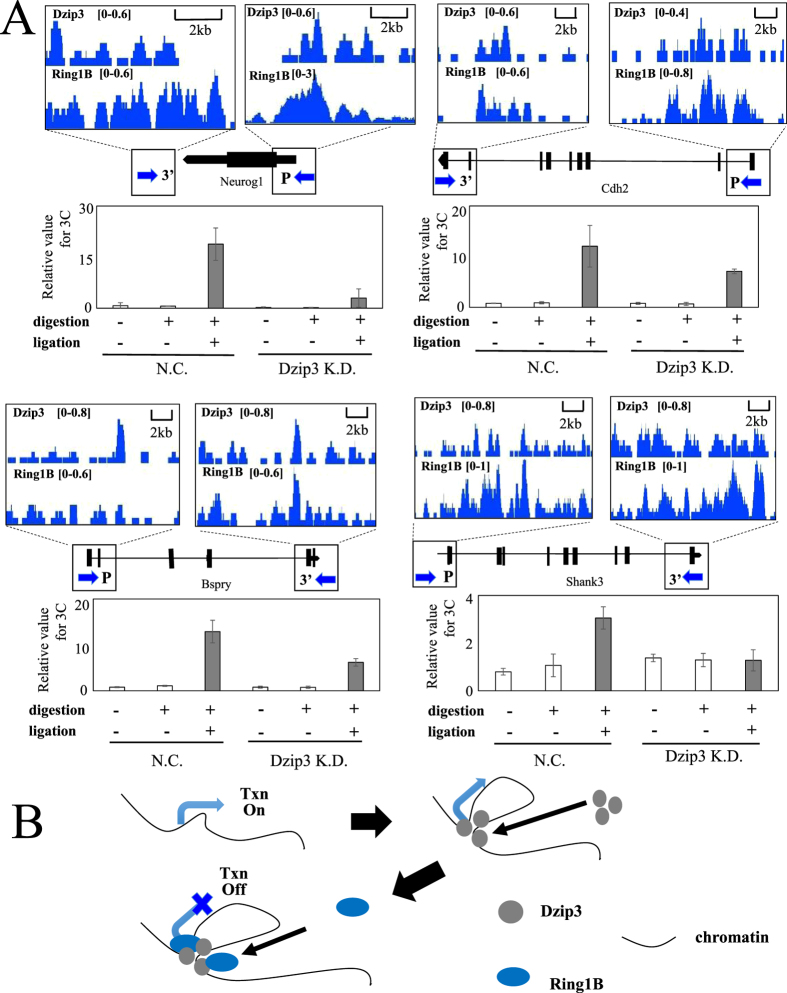
Dzip3 regulates developmental genes by reorganizing 3D chromatin conformation. (**A**) 3C-qPCR analysis of four Dzip3 target genes. Upper panel: ChIP-seq signal profile of target genes. The arrows indicate the primer regions for 3C-qPCR. Lower panel: 3C-qPCR results. Chromatin from Dzip3 knockdown (KD) and negative control (NC) cells was treated with or without digestion and ligation, and the resulting samples were analyzed by qPCR. ChIP-seq signal profile of target genes on a whole-gene scale are presented in Supplementary Fig. 4a. (**B**) Models for transcriptional repression by Dzip3, which promotes interactions between the promoter and regions distal to its binding site. These changes in 3D chromatin structure repress transcription redundantly with Ring1B. Txn, transcription. Error bars, standard deviation.

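Bspry lies on the plus strand of chromosome 4 of mm9 from 62141085 to 62158332. Within 100 kb of its TSS there was 1 Dzip3 peak, from 62227174 to 62227374, at 86.1 kb in an intron of Rgs3, with 52 Dzip3 reads, 27 Ring1B reads, 13 ubH2A reads and 0 input reads. One Ring1B peak, from 62172798 to 62172998, lay at 31.7 kb in exonic sequence of Alad and held 63 Ring1B and 33 Dzip3 reads. No peak of any library lay in the Bspry gene or within 4 kb of either end. Shank3 lies on the plus strand of chromosome 15 from 89330054 to 89390692 and had 6 Ring1B peaks within 100 kb of an annotated TSS, 4 of them in the gene. The one nearest the 5′ end, from 89330832 to 89331215, lay in exonic sequence and held 135 Ring1B reads, 62 Dzip3 reads and 5 input reads. Toward the 3′ end, a peak from 89388454 to 89388655 held 74 Ring1B, 39 Dzip3 and 0 input reads. The Dzip3 list had 2 peaks within 100 kb of a Shank3 TSS, both upstream of the gene. The nearer, from 89290345 to 89290584, lay 39.5 kb away in an intron of Mapk8ip2 and held 70 Dzip3, 21 Ring1B and 2 input reads.

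**Figure D5:**
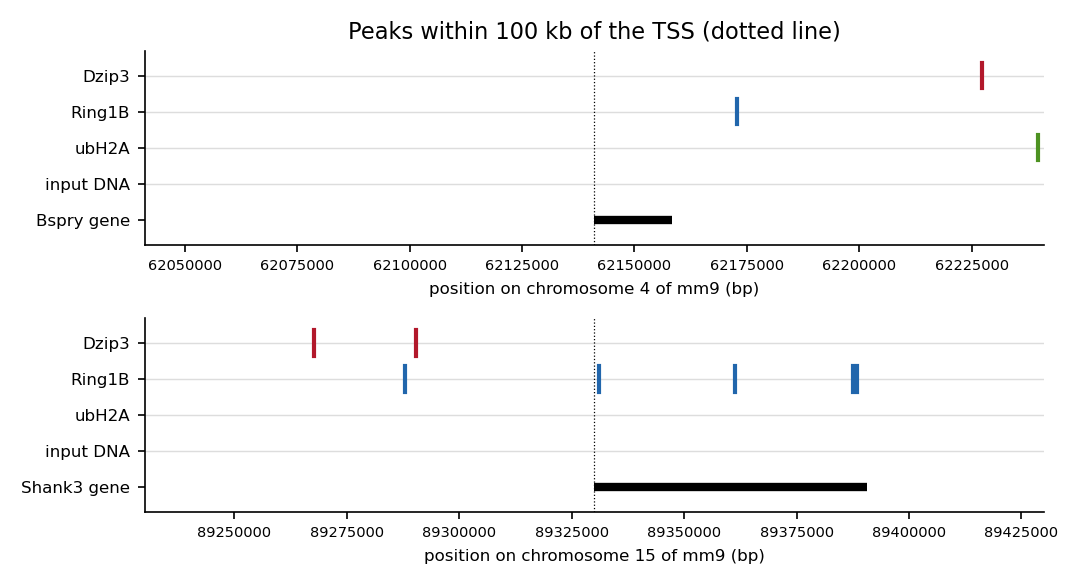
Peaks of the 4 libraries within 100 kb of the TSS of Bspry and Shank3, drawn at their centres against the position in mm9; black bars are the genes and dotted lines the TSS at the 5′ end of the gene. Ring1B has 4 peaks in Shank3, and the 2 Dzip3 peaks lie upstream of it.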

## References

[b1] LiM., LiuG. H. & Izpisua BelmonteJ. C. Navigating the epigenetic landscape of pluripotent stem cells. Nat Rev Mol Cell Biol 13, 524–535, doi: 10.1038/nrm3393 (2012).22820889

[b2] NiwaH. How is pluripotency determined and maintained? Development 134, 635–646, doi: 10.1242/dev.02787 (2007).17215298

[b3] van der StoopP. *et al.* Ubiquitin E3 ligase Ring1b/Rnf2 of polycomb repressive complex 1 contributes to stable maintenance of mouse embryonic stem cells. PLoS One 3, e2235, doi: 10.1371/journal.pone.0002235 (2008).18493325PMC2375055

[b4] EndohM. *et al.* Polycomb group proteins Ring1A/B are functionally linked to the core transcriptional regulatory circuitry to maintain ES cell identity. Development 135, 1513–1524, doi: 10.1242/dev.014340 (2008).18339675

[b5] KuM. *et al.* Genomewide analysis of PRC1 and PRC2 occupancy identifies two classes of bivalent domains. PLoS Genet 4, e1000242, doi: 10.1371/journal.pgen.1000242 (2008).18974828PMC2567431

[b6] EndohM. *et al.* Histone H2A mono-ubiquitination is a crucial step to mediate PRC1-dependent repression of developmental genes to maintain ES cell identity. PLoS Genet 8, e1002774, doi: 10.1371/journal.pgen.1002774 (2012).22844243PMC3405999

[b7] Nassal*S. G. K. A. M. hRUL138, a novel human RNA-binding RING-H2ubiquitin-protein ligase. journal of cell science, doi: 10.1242/jcs (2003).12538761

[b8] ZhouW. *et al.* Histone H2A monoubiquitination represses transcription by inhibiting RNA polymerase II transcriptional elongation. Mol Cell 29, 69–80, doi: 10.1016/j.molcel.2007.11.002 (2008).18206970PMC2327256

[b9] NicassioF. *et al.* Human USP3 is a chromatin modifier required for S phase progression and genome stability. Curr Biol 17, 1972–1977, doi: 10.1016/j.cub.2007.10.034 (2007).17980597

[b10] JooH. Y. *et al.* Regulation of cell cycle progression and gene expression by H2A deubiquitination. Nature 449, 1068–1072, doi: 10.1038/nature06256 (2007).17914355

[b11] NakagawaT. *et al.* Deubiquitylation of histone H2A activates transcriptional initiation via trans-histone cross-talk with H3K4 di- and trimethylation. Genes Dev 22, 37–49, doi: 10.1101/gad.1609708 (2008).18172164PMC2151013

[b12] ZhangX. Y. *et al.* The putative cancer stem cell marker USP22 is a subunit of the human SAGA complex required for activated transcription and cell-cycle progression. Mol Cell 29, 102–111, doi: 10.1016/j.molcel.2007.12.015 (2008).18206973PMC2254522

[b13] ZhuP. *et al.* A histone H2A deubiquitinase complex coordinating histone acetylation and H1 dissociation in transcriptional regulation. Mol Cell 27, 609–621, doi: 10.1016/j.molcel.2007.07.024 (2007).17707232PMC2709280

[b14] YangW. *et al.* The histone H2A deubiquitinase Usp16 regulates embryonic stem cell gene expression and lineage commitment. Nature communications 5, 3818, doi: 10.1038/ncomms4818 (2014).PMC406080624784029

[b15] SussmanR. T. *et al.* The epigenetic modifier ubiquitin-specific protease 22 (USP22) regulates embryonic stem cell differentiation via transcriptional repression of sex-determining region Y-box 2 (SOX2). J Biol Chem 288, 24234–24246, doi: 10.1074/jbc.M113.469783 (2013).23760504PMC3745368

[b16] ClagueM. J., CoulsonJ. M. & UrbeS. Deciphering histone 2A deubiquitination. Genome Biol 9, 202, doi: 10.1186/gb-2008-9-1-202 (2008).18226187PMC2395231

[b17] Hammond-MartelI., YuH. & Affar elB. Roles of ubiquitin signaling in transcription regulation. Cellular signalling 24, 410–421, doi: 10.1016/j.cellsig.2011.10.009 (2012).22033037

[b18] WeakeV. M. & WorkmanJ. L. Histone ubiquitination: triggering gene activity. MolCell 29, 653–663, doi: 10.1016/j.molcel.2008.02.014 (2008).18374642

[b19] ChenS., ChooA., WangN. D., TooH. P. & OhS. K. Establishing efficient siRNA knockdown in mouse embryonic stem cells. Biotechnology letters 29, 261–265, doi: 10.1007/s10529-006-9223-3 (2007).17091374

[b20] MarksH. *et al.* The transcriptional and epigenomic foundations of ground state pluripotency. Cell 149, 590–604, doi: 10.1016/j.cell.2012.03.026 (2012).22541430PMC3398752

[b21] YingQ. L. *et al.* The ground state of embryonic stem cell self-renewal. Nature 453, 519–523, doi: 10.1038/nature06968 (2008).18497825PMC5328678

[b22] KondoT. *et al.* Polycomb potentiates meis2 activation in midbrain by mediating interaction of the promoter with a tissue-specific enhancer. Dev Cell 28, 94–101, doi: 10.1016/j.devcel.2013.11.021 (2014).24374176

[b23] SchwartzY. B. & PirrottaV. Ruled by ubiquitylation: a new order for polycomb recruitment. Cell Rep 8, 321–325, doi: 10.1016/j.celrep.2014.07.001 (2014).25061856

[b24] TanayA., O'DonnellA. H., DamelinM. & BestorT. H. Hyperconserved CpG domains underlie Polycomb-binding sites. Proc Natl Acad Sci USA 104, 5521–5526, doi: 10.1073/pnas.0609746104 (2007).17376869PMC1838490

[b25] NiederreitherK. & DolleP. Retinoic acid in development: towards an integrated view. Nat Rev Genet 9, 541–553, doi: 10.1038/nrg2340 (2008).18542081

[b26] HagegeH. *et al.* Quantitative analysis of chromosome conformation capture assays (3C-qPCR). Nat Protoc 2, 1722–1733, doi: 10.1038/nprot.2007.243 (2007).17641637

How the deposited data were processed for this re-analysis (not part of the article)

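Genome-wide binding was measured in E14 mES cells under 2i + LIF in 4 ChIP-seq libraries, 1 each for Dzip3, Ring1B, ubH2A and input DNA. The authors aligned the reads to mm9 and called peaks on each library separately with the Partek Genomics Suite. The deposited lists hold counts of reads, namely the largest number of extended reads in a window and the total reads of each library in the peak. The authors also deposited the height as RPM, a p-value against input DNA, the scaled ratio (fold) of the library to input DNA, and the percent of each peak's length covered by the peaks of the other libraries. Normalization for library size was done by the authors and is contained in the RPM and fold values.

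Peak positions were used as listed. A row with other than 18 columns was left out, which removed 1 row each from the ubH2A and input lists. The peaks between the positions on either side of it were not analysed here, which takes out a part of chromosome 1, all of chromosome 10 and most of chromosome 11 for ubH2A, and in the input list also the rest of chromosome 11 and most of chromosome 12. Overlaps with ubH2A or input peaks were read from the listed percentages for all chromosomes. Random placements for overlap with the ubH2A or input list, and the comparison of genes with those lists, used the chromosomes on which they are complete. Counts, lengths, distances, GC content and shares of ubH2A or input peaks used all of their analysed peaks, unless chromosomes with complete lists are named. A pair of peaks was shared with at least 1 bp of overlap. Shares are given with 95% Wilson intervals, which cover counting error only. For comparison, peaks were placed 1000 times at random on the sequenced bases of their own chromosome, with their lengths kept. No p-values were computed, because there is 1 library for each target and peaks and genes are not replicates. Library sizes were taken from the ratio of extended reads to RPM and lay between 48.3 and 67.0 M reads.

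Genes were assigned with the GENCODE annotation of the build of the lists (Ensembl release 65), with every protein-coding gene counted that had a peak within 100 kb of an annotated TSS. The genes named are those that the paper names for these assays or as lineage-specific targets. The peaks named are the 5 strongest Dzip3 and the 5 strongest Ring1B peaks by the caller's p-value, then by RPM, that overlap no input peak. Alternatives were a stricter overlap, the stronger 50% of each list, equal numbers of peaks, autosomes and X only, input-overlapping peaks left out, merged peaks, shorter distances from the TSS, the nearest gene only and another way of random placement. For shares that involve the ubH2A or input list, some of these were run on the chromosomes with complete lists only. A window among the densest is not reported here by itself and is included only in the sums over these windows. The functions were tested on simulated data, where all 1500 overlaps planted among 3000 peaks were found. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.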

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

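All tests in this part were chosen before the values they measure were seen. Dzip3 peaks were crowded in a few 1 Mb windows that the paper does not discuss. The 10 densest windows held 947 of the 6482 Dzip3 peaks (14.6%). In 3 of those reported here, on chromosomes where all lists are complete, the Dzip3 list had more peaks than the input list. These were 203 Dzip3 against 136 input peaks from 19 to 20 Mb of chromosome 8, 74 against 41 from 47 to 48 Mb of chromosome 6, and 51 against 36 from 166 to 167 Mb of chromosome X around Mid1. In the other 4 reported windows with complete lists the input list had more peaks, with 103 Dzip3 against 220 input peaks from 120 to 121 Mb of chromosome X, 81 against 218 from 121 to 122 Mb of chromosome X, 67 against 118 from 15 to 16 Mb of chromosome 5 and 63 against 308 from 146 to 147 Mb of chromosome 4. The windows on chromosome 1 were not compared with input.

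The first technical explanation is extra copies of the windows in these cells, or a repeat collapsed in the reference. Dzip3 peaks in the 10 windows had a median of 171 input reads per kb against 27.1 elsewhere, a ratio of 6.30, past the ratio of 2 set for this test. The windows differed. In the 3 with more Dzip3 than input peaks the median was 341 on chromosome 8, 78.2 on chromosome 6 and 57.8 on chromosome X. The second is signal common to all antibodies. Of these peaks, 94.4% overlapped a Ring1B or ubH2A peak, above the 80% set for the test, against 56.4% elsewhere. A peak of either library was enough, so the test does not measure signal common to all antibodies. An input peak overlapped 73.7% of these peaks, against 18.6% elsewhere. The test therefore cannot tell this explanation from extra copies or from binding shared with Ring1B. The third is sequence repeated in the genome. Of the 31-base words in these peaks 81.0% occurred more than once, against 54.7% in the other Dzip3 peaks, a ratio of 1.48. A ratio of 2 was out of reach with 54.7% elsewhere, so the test could not decide. In random regions with the lengths of the Dzip3 peaks 17.5% of the words occurred more than once, so both groups of peaks are richer in repeated sequence than such regions. All 3 explanations remain, and the crowding may reflect copy number rather than Dzip3 binding. The median fold over input was 1.85 in these windows and 9.58 elsewhere. It was 5.87 in the window at 166 Mb of chromosome X, 3.59 in that at 47 Mb of chromosome 6 and 1.16 in that on chromosome 8. No biological explanation was tested, since all libraries come from 1 condition.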

How the results depend on the processing

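The alternatives were fixed before the data were examined, except those on the chromosomes with complete lists, the count over all genes and the densest windows, which were chosen after seeing the data. No paired analysis was possible because there is 1 library for each target. For shares that involve the ubH2A or input list, the stricter overlap, the stronger 50%, the equal numbers and the omission of input-overlapping peaks were not run over all chromosomes, since parts of those lists were not analysed here. Over the alternatives, 41 values of the main results stayed within their limits and 29 moved. The number, covered length and median length of peaks stayed within 1.5 times the reported value with peaks merged and with autosomes and X only, and with autosomes and X only so did, within their intervals, the shares of Dzip3 peaks that overlap a Ring1B, ubH2A or input peak, of Ring1B peaks that overlap a ubH2A or input peak and of ubH2A peaks that overlap an input peak. No other share was recomputed on autosomes and X only. Autosomes and X held 6423 of the 6482 Dzip3 peaks, so this alternative could move little. The tally is therefore no measure of how firm the overlap shares are.

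The share of Dzip3 peaks that overlap a Ring1B peak moved from 51.6% to 50.0% with at least 50% of the shorter peak required, 35.5% in the stronger 50% of each list, 25.9% with equal numbers of peaks, 39.9% with input-overlapping peaks left out and 47.0% outside the 10 densest windows. The share of Dzip3 peaks that overlap a ubH2A peak was 49.6% on all chromosomes and 49.7% on those with complete lists, and there it was 48.2% with the stricter overlap, 36.4% in the stronger 50%, 38.8% with equal numbers and 33.4% with input-overlapping peaks left out. The share of Ring1B peaks that overlap a ubH2A peak was 33.2% on all chromosomes and 33.9% on those with complete lists, and there it was 22.3% in the stronger 50%, 23.7% with equal numbers and 21.8% with input-overlapping peaks left out. The share that overlaps an input peak was 26.7% for Dzip3, 16.4% for Ring1B and 28.6% for ubH2A on the chromosomes with complete lists, and there it fell in the stronger 50% to 7.85% for Dzip3, 4.63% for Ring1B and 7.21% for ubH2A, and with equal numbers to 25.2%, 4.77% and 14.8%. With the stricter overlap it was 27.4% for ubH2A. In each case the share of Dzip3 or Ring1B peaks stayed above every random placement run for that pair with all peaks. The cause was not tested. Dzip3 peaks with Ring1B, ubH2A and input peaks had a median height of 72 extended reads but a median fold over input of 1.66. A ranking by the caller's p-value against input, as used for the named peaks, would tend to place such peaks low. A fall among the stronger peaks could then follow from the ranking itself. The ratio of the median fold of Dzip3 peaks with a Ring1B peak to that of those without moved from 0.470 to 0.905 with input-overlapping peaks left out.

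Genes with a Dzip3 peak fell from 8141 to 1426 within 10 kb, 701 within 4 kb and 2876 with the nearest gene only, and rose to 12904 with all genes of the annotation. Genes with both a Dzip3 and a Ring1B peak fell from 6055 to 724 within 10 kb, 304 within 4 kb, 1772 with the nearest gene only and 3285 in the stronger 50% of each list, and rose to 9621 with all genes. The shorter distances take in fewer genes by construction. For single genes, 6 counts of Dzip3 peaks moved, each to 0 at the shorter distances for Neurod1, Bspry and Shank3. The absence of replicates limits every result to these libraries.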

Differences from the paper's values

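The paper's depth is approximately 30 M uniquely mapped reads per sample. The library sizes that the listed RPM values imply were 53.3 M for Dzip3, 51.8 M for Ring1B, 67.0 M for ubH2A and 48.3 M for input DNA, each more than 1.5 times the paper's value. None of the alternatives set before the data were examined changes the library size. The number of genes with a Dzip3 peak, 8141 within 100 kb, is close to the total of about 8000 in Fig. 3A, read by eye, and the count was 7605 with input-overlapping peaks left out and 5681 with the stronger 50% of the peaks. It was more than 1.5 times below the paper's total with the nearest gene only (2876) and with a distance of 10 kb (1426) or 4 kb (701). The paper's methods name a search for the nearest genomic features within 100 kb, and its text does not say whether every gene in that distance or the nearest one was counted.

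The paper describes Dzip3 occupancy around the promoters of Neurod1, Neurog1 and Cdh2 (Fig. 3C) and draws Dzip3 signal profiles at the promoter and the 3′ end of Bspry and Shank3 as target genes (Fig. 4A). The paper's occupancy rests on ChIP-qPCR in control and Dzip3 KD cells too, while the values here are called peaks only. The Dzip3 list had 0 peaks within 4 kb or 10 kb of a TSS of any of the 10 genes that were followed. Within 100 kb it had peaks for 3 of them, Neurod1, Bspry and Shank3. A signal under 33 extended reads is not listed, so the absence of a peak does not show an absence of Dzip3. Rhox6, Stra8, T, Acta1 and Eomes are named in the paper's text for their expression and not for Dzip3 binding. For Neurog1 and Cdh2 the nearest Dzip3 peaks were 201 kb and 147 kb from the TSS. The paper describes Ring1B enrichment at Neurog1, and there the Ring1B list had a peak of 713 reads across the TSS.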

Other observations

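Of the tests in this part, the one that moves all peaks of a chromosome together was chosen only after the result was seen. Dzip3 peaks overlapped Ring1B peaks far more often than randomly placed peaks did. If the overlap came from regions that collect reads in every library, it should fall to near the random level once peaks that overlap an input peak are left out. It fell to 39.9%, against a random mean of 0.224%. If it came from regions that collect reads with every antibody, Dzip3 peaks with neither an input nor a ubH2A peak should overlap Ring1B peaks no more often than input peaks do. They did so at 24.3%, against 17.4% for input peaks. This test does not settle the matter, because a region without a ubH2A peak can still hold ubH2A reads and the input peaks were called from a lower height, 15 extended reads against 33 for Dzip3. GC content was tested with 20 sets of random regions matched in GC content, 92.2% of them to within 2 percentage points and the others as closely as the candidates allowed. They overlapped a Ring1B peak at 1.48%, and the median GC content of Dzip3 peaks was 51.5% with a Ring1B peak and 52.1% without. Strength was tested as well. Ring1B peaks without an input peak were ranked by height and divided into 10 groups. The median Dzip3 reads per kb in the strongest group was 0.996 times that in the weakest, while the ratio was 1.80 for Ring1B itself, 0.910 for ubH2A and 0.736 for input DNA. The share of Ring1B peaks with a Dzip3 peak rose over the same range from 10.7% to 44.9%, and the share with a ubH2A peak from 10.4% to 44.3%. Regions with an input peak and GC content do not account for the overlap in full. Shared binding may contribute to it, but it cannot be told apart from signal common to all antibodies. The Dzip3 read density did not reach the ratio of 1.5 set for the test of strength, but that test is a weak one. The density is taken over the whole peak, and that of Ring1B itself rose only 1.80 times while the height rose from 0.599 RPM in the weakest group to at least 1.45 RPM in the strongest. Whether Dzip3 follows Ring1B strength is left open. A reaction of the antibodies with a common target was not tested.

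The number of genes within 100 kb of a Dzip3 peak depends on what it is compared with. All 1000 random placements of each peak reached as many genes as observed, so by this comparison the number is not above that of peaks at random positions. None of the 1000 common shifts, which keep the spacing of the peaks, did so (0 of 1000). The first comparison spreads out peaks that are crowded in the data. Which of the comparisons is the better baseline was not tested. Ring1B gave the same pair of answers within 100 kb, where 11258 genes had a peak, against 12324 to 13215 in the random placements and 7936 to 9257 in the common shifts. Within 4 kb, 2238 genes had a Ring1B peak, against at most 1301 in the random placements and 970 in the common shifts. For Dzip3, the 701 genes within 4 kb lay inside the range of the random placements (642 to 809) and above that of the common shifts (475 to 689).

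Another 2382 Dzip3 peaks overlapped no peak of any other library. Their median fold over input was 12.4, with medians of 70 Dzip3 reads, 28 Ring1B reads, 28 ubH2A reads and 4 input reads. Binding at promoters was tested with the share within 4 kb of a TSS, which was 15.8% against a mean of 11.0% and a highest value of 12.5% in 100 random placements. The share was thus above all 100, but the ratio of 1.44 to their mean is under the ratio of 2 set for this test. The other explanation is reads gained by chance at the caller's threshold. The median height of these peaks was 36 extended reads, 9.09% above the lowest in the list (33). This met the limit of 10% set for the test of chance. The median height of the other Dzip3 peaks without an input peak was 45. The medians of the whole lists lay farther above their lowest heights, with 41 for Dzip3 (lowest 33) and 40 for Ring1B (lowest 31). By height alone, reads gained by chance would remain possible, but a low height does not show that these peaks were so gained. The median of 70 Dzip3 reads against 4 input reads, from libraries of 53.3 M and 48.3 M reads, argues against chance for this set. The medians of 28 Ring1B and 28 ubH2A reads were above that of input DNA too. Signal common to the antibodies thus cannot be told apart from Dzip3 binding here. The share of these peaks within 4 kb of a TSS was above all 100 random placements, but the placements were not matched in GC content. The median GC content was 52.5% in these peaks, against 41.5% in random regions drawn for the whole Dzip3 list. Whether these peaks reflect Dzip3 binding is therefore left open.

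In the input list, 2 regions took 13.1% of the input reads, one from 98506234 to 98507714 on chromosome 2 and one from 2999976 to 3038528 on chromosome 9. They took 4.15% of the reads of the Dzip3 library, 3.70% of Ring1B and 4.34% of ubH2A. Median GC content was 49.6% in Dzip3 peaks, 55.5% in Ring1B peaks, 48.7% in ubH2A peaks and 39.5% in input peaks.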
